# Spontaneous development of Alzheimer's disease‐associated brain pathology in a Shugoshin‐1 mouse cohesinopathy model

**DOI:** 10.1111/acel.12797

**Published:** 2018-06-25

**Authors:** Chinthalapally V. Rao, Mudassir Farooqui, Yuting Zhang, Adam S. Asch, Hiroshi Y. Yamada

**Keywords:** amyloid beta, cohesinopathy, genomic instability, late‐onset Alzheimer's disease, mouse model, Shugoshin‐1 (Sgo1)

## Abstract

Spontaneous late‐onset Alzheimer's disease (LOAD) accounts for more than 95% of all human AD. As mice do not normally develop AD and as understanding on molecular processes leading to spontaneous LOAD has been insufficient to successfully model LOAD in mouse, no mouse model for LOAD has been available. Existing mouse AD models are all early‐onset AD (EOAD) models that rely on forcible expression of AD‐associated protein(s), which may not recapitulate prerequisites for spontaneous LOAD. This limitation in AD modeling may contribute to the high failure rate of AD drugs in clinical trials. In this study, we hypothesized that genomic instability facilitates development of LOAD and tested two genomic instability mice models in the brain pathology at the old age. Shugoshin‐1 (Sgo1) haploinsufficient (∓) mice, a model of chromosome instability (CIN) with chromosomal and centrosomal cohesinopathy, spontaneously exhibited a major feature of AD pathology; amyloid beta accumulation that colocalized with phosphorylated Tau, beta‐secretase 1 (BACE), and mitotic marker phospho‐Histone H3 (p‐H3) in the brain. Another CIN model, spindle checkpoint‐defective BubR1^−/+^ haploinsufficient mice, did not exhibit the pathology at the same age, suggesting the prolonged mitosis‐origin of the AD pathology. RNA‐seq identified ten differentially expressed genes, among which seven genes have indicated association with AD pathology or neuronal functions (e.g., ARC, EBF3). Thus, the model represents a novel model that recapitulates spontaneous LOAD pathology in mouse. The Sgo1^−/+^ mouse may serve as a novel tool for investigating mechanisms of spontaneous progression of LOAD pathology, for early diagnosis markers, and for drug development.

## 1 INTRODUCTION

Alzheimer's disease (AD) is a leading cause of cognitive impairment and death among people older than 65. Five percent of AD develops early in life (familial/early‐onset AD [EOAD]) facilitated by mutations in Amyloid Precursor Protein (APP), presenilin 1, Tau, or APOE genes. The remaining 95% of human AD is late onset (LOAD). The exact cause of LOAD remains unclear, although inflammation, oxidative stress, cholesterol metabolism, glycation, and other environmental and lifestyle factors are recognized as aggravating factors (Scheltens et al., 2016).

Major pathological features of the human AD brain include plaques of amyloid‐β made of cleaved APP, tangles of Tau proteins, and congophilic cerebral amyloid angiopathy (Kitazawa, Medeiros, & Laferl, 2012; Onos, Sukoff Rizzo, Howell, & Sasner, 2016; Sasaguri et al., 2016; Scheltens et al., 2016). With insufficient knowledge on the cause, modeling LOAD in rodents has been an issue. Normally, mice do not develop AD, which has been interpreted as due to their shorter lifespan and sequence differences in APP and Tau. Various transgenic mouse models with modified APP, Tau, and others have been developed for EOAD (Kitazawa et al., 2012; Onos et al., 2016; Sasaguri et al., 2016). However, LOAD models are limited to apes and are practically nonexistent in rodents. AD drugs developed with EOAD models were explored for use as human LOAD therapy, under an assumption that drugs effective on EOAD would also be effective in treating LOAD. More than 98% of drugs tested in EOAD rodent models were ineffective in human LOAD patients in clinical trials (Cummings, Morstorf, & Zhong, 2014), raising concerns on current drug targets and on the validity of the EOAD models for human LOAD.

Genomic instability and aneuploidy have been suspected to cause or aggravate AD, as high rates of both are present in the human AD brain (Bajic, Spremo‐Potparevic, Zivkovic, Isenovic, & Arendt, 2015). Further, genomic instability biomarkers have been associated with mild cognitive impairment and AD (Lee, Thomas, & Fenech, 2015). Aneuploidy may facilitate development of AD‐like dementia, as 15% of patients with Down syndrome with chromosome 21 trisomy develop AD‐like cognitive dysfunction in their 40s, and the rate increases to 50%–70% by age 60 (Bajic et al., 2015; Potter, 1991). However, a causal link between CIN, aneuploidy, and AD has not been established.

Genomic instability and aneuploidy have also been suspected to cause cancers (Boveri, 2008). To investigate the effects of genomic instability and resulting aneuploidy on carcinogenesis, various mouse models have been developed, mainly by targeting mitotic or other cell cycle regulators (Foijer, Draviam, & Sorger, 2008; Rao, Yamada, Yao, & Dai, 2009; Ricke, van Ree, & van Deursen, 2008; Schvartzman, Sotillo, & Benezra, 2010). Shugoshin‐1 (Sgo1) protects cohesin proteins and centrosome integrity (Salic, Waters, & Mitchison, 2004; Schöckel, Möckel, Mayer, Boos, & Stemmann, 2011). Cohesins keep sister chromatids from prematurely separating during mitosis, thus ensuring mitotic fidelity (Hirano, 2015). The Sgo1 haploinsufficient (∓) mouse is a model of cohesinopathy and chromosome instability (CIN) (Rao et al., 2016; Wang et al., 2008; Yamada et al., 2012, 2015, 2016). Sgo1^−/+^ model has shown unique transcriptomic signatures at the tissue/organ level and cancer proneness in certain organs including colon, lung, and liver (Rao et al., 2016; Yamada et al., 2012, 2015, 2016). In humans, the homolog SgoL1 is frequently mutated or abnormally expressed in cancers, affecting the mitotic process (Iwaizumi et al., 2009; Kahyo et al., 2011; Matsuura et al., 2013; Wang et al., 2015). Congenital mutations in human SgoL1 lead to chronic atrial and intestinal dysrhythmia syndrome, affecting the heart and gut rhythm (Chetaille et al., 2014). However, whether the mutations affect AD is unknown. The CAID syndrome is extremely rare disease. Chetaille et al. (2014) originally reported only 17 patients. The disease‐associated SgoL1 missense mutation was found in <1% in public database. A likely reason for the rarity of CAID syndrome is that congenital mutation in human SgoL1 may not be compatible with early development. In mouse, Sgo1 is highly expressed in heart, gut, and CNS during early development (Song et al., 2017a, 2017b), and Sgo1^−/−^ (knockout) is embryonic lethal (Yamada et al., 2012); strongly suggesting essential function of Sgo1 and SgoL1 during early development. Also, this study is the first ever study linking Sgo1 and AD. As such, no study focusing on correlation between the CAID syndrome and AD has been performed thus far.

BubR1 is a mitotic spindle checkpoint component. BubR1^−/+^ mice showed mitotic slippage in the cells and were colon cancer‐prone (Dai et al., 2004; Rao et al., 2005), and BubR1^H/H^ hypomorphic mice were identified as a model for premature aging (Baker et al., 2004). Neuronal cell division and axon growth were inhibited by siRNA‐mediated BubR1 knockdown in the mouse brain (Yang et al., 2017). The above findings in BubR1 transgenic models led to a hypothesis that mitotic errors and CIN facilitate AD‐like neurodegeneration.

With the current gap in LOAD study models, we hypothesized that LOAD development is facilitated by genomic instability with CIN. We tested whether the Sgo1^−/+^ or BubR1^−/+^ haploinsufficient mouse could serve as a model for spontaneous LOAD progression.

## 2 RESULTS

### 2.1 Middle‐aged Sgo1^−/+^ expressed Amyloid Beta Precursor Protein‐Binding Family B Member 1 (APBB1) at a higher amount in the whole blood

To identify biomarkers for CIN and cohesinopathy in whole blood RNA, we performed comparative whole blood RNA‐seq analysis on 12‐month‐old Sgo1^−/+^ and wild‐type mice. Among differentially expressed genes (*p *<* *0.05), Amyloid Beta Precursor Protein‐Binding Family B Member 1 (APBB1) was notable, with a 3.63‐fold increase compared with wild‐type control (Supporting Information Figure S1). APBB1 encodes a protein involved in DNA damage repair, interacts with APP, and is thought to promote AD. The pilot result at a younger age led us to suspect that the brains of Sgo1^−/+^ mice would show signs of neurodegenerative disease similar to AD.

### 2.2 Sgo1^−/+^ brains accumulated amyloid‐β by 24 months of age

An aging‐and‐carcinogenesis study cohort provided Sgo1^−/+^ brains at older ages (24–25 months) corresponding to human old age over 65. We also collected brains from BubR1^−/+^ haploinsufficient mice to determine whether they show brain aging and AD pathology, as the initial hypothesis was focusing on CIN and AD. Increased accumulations of amyloid‐β (i.e., increase in amyloid‐β/APP ratio) were observed in brain extracts from Sgo1^−/+^ mice, but not from control littermate wild‐type or BubR1^−/+^ mice (Figure 1a,b). There was no significant difference in the total amount of phosphorylated TAU (Figure 1a).

**Figure 1:**
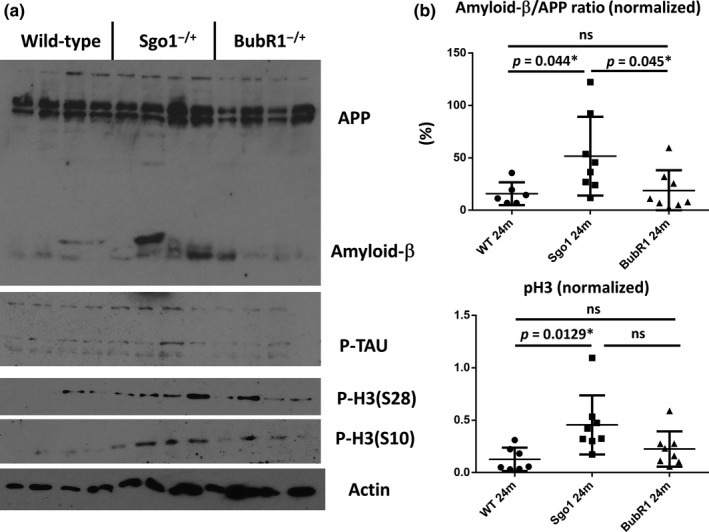
Sgo1^−/+^ brains accumulated amyloid‐β and mitotic marker phospho‐Histone H3 (pH3) by the 24‐month age equivalent to human old age. (a) Immunoblots for APP/amyloid‐β, p‐TAU, pH3 (Ser10), pH3 (Ser28), and β‐actin (loading control) in wild‐type (control), Sgo1^−/+^, and BubR1^−/+^ brain (cerebrum) extracts. (b) Amyloid‐β/APP ratio indicated significant accumulation of amyloid‐β only in the Sgo1^−/+^ brain. pH3 is most increased in Sgo1^−/+^ mice, compared with WT and BubR1^−/+^ mice

With the assumption that CIN would affect AD pathology, we were puzzled by the result that our haploinsufficient BubR1^−/+^ model did not show more amyloid‐β in the brain than did wild‐type mice. A major difference between the Sgo1^−/+^ cohesinopathy model and the BubR1^−/+^ mitotic checkpoint‐defective model is the mitotic checkpoint function and existence (or absence) of prolonged mitosis. Sgo1^−/+^ brains showed higher expression of mitotic marker phospho‐Histone H3 (p‐H3), consistent with prolonged mitosis, while BubR1^−/+^ brains did not (Figure 1a,b).

### 2.3 Mitotic marker phosphorylated Histone H3‐positive cells are enriched with amyloid‐β, p‐TAU, and BACE (beta‐secretase 1)

Immunofluorescence in Sgo1^−/+^ mice indicated that APP/amyloid‐β and TAU generally colocalized (Figure 2a: phosphorylated TAU; Figure 2b: TAU) and appeared in two forms: (a) extracellular deposits; and (b) cytoplasmic staining enriched in living cells. In addition to amyloid‐β deposits with p‐TAU (Figure 2c, upper panel), living cells coexpressing amyloid‐β and p‐TAU were observed (Figure 2c, lower panel). These findings suggest that the source of amyloid‐β/p‐TAU deposits may be live cells accumulating both.

**Figure 2:**
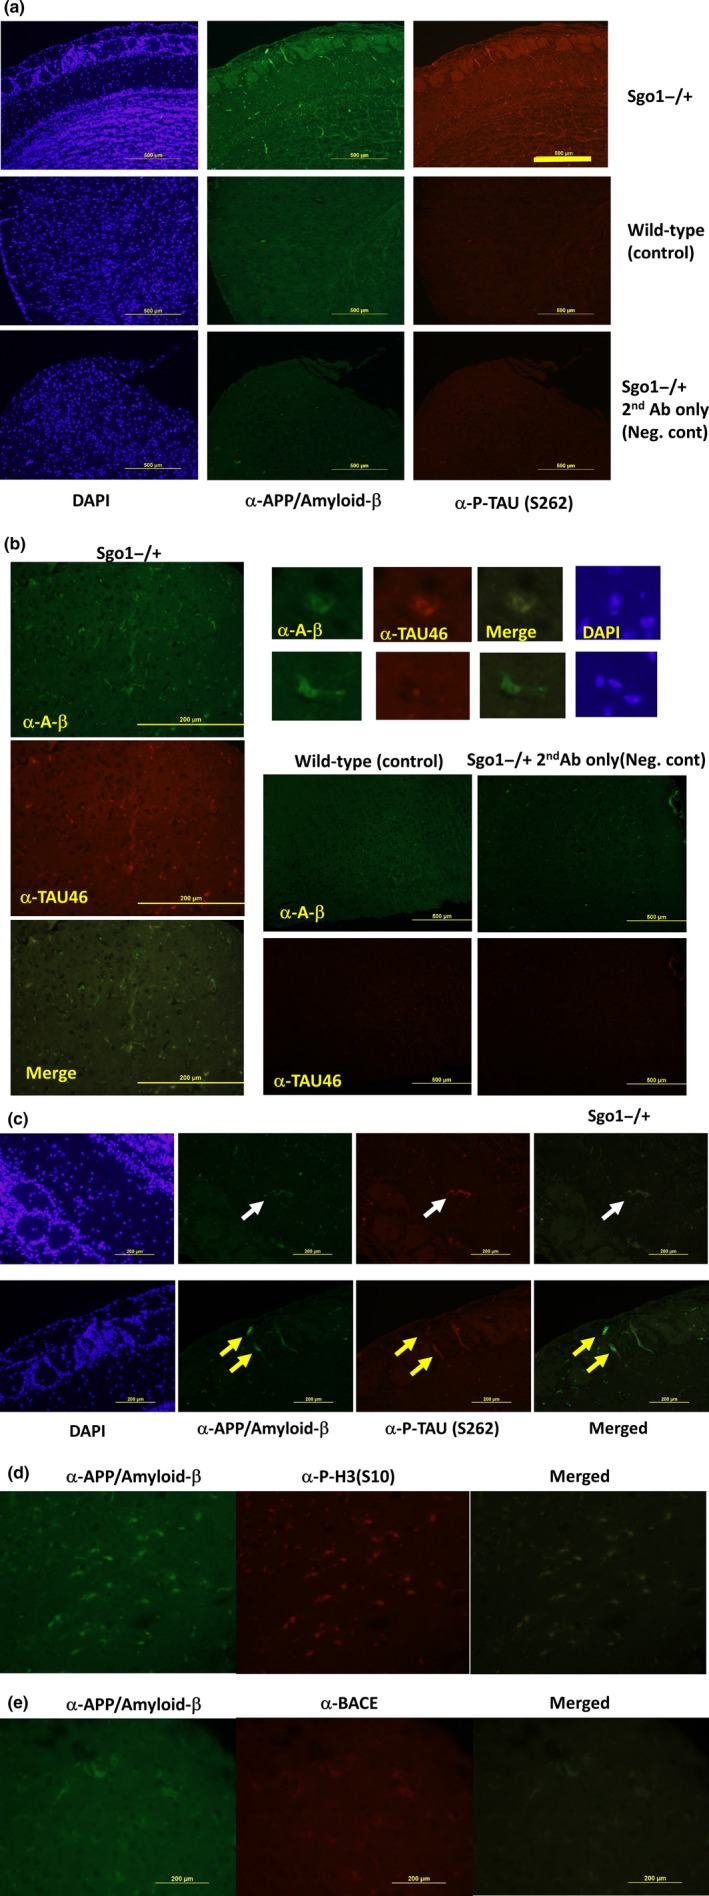
Sgo1^−/+^ brains displayed AD‐associated pathology that may originate from mitotic cells (a) Sgo1^−/+^ brain shows cells with APP/amyloid‐β and phosphorylated TAU. [Bar = 500 μm]. (b) Sgo1^−/+^ brain shows cells with amyloid‐β and TAU. [Bar = 200 μm]. Although they generally colocalize and appear in vicinity, they do not always show exact colocalization (enlarged panels). Staining controls (wild type or Sgo1^−/+^ without primary antibodies) provided much darker staining at the same image acquisition settings, except background signals from mouse IgG‐expressing‐infiltrating cells. [Bar = 500 μm]. (c) APP/amyloid‐β and phosphorylated TAU colocalized and appeared in extracellular matrix as a deposit (upper panel, white arrow) or in cells (lower panel, yellow arrows). (d) APP/amyloid‐β‐positive cells or deposits are also positive for mitotic marker phosphorylated Histone H3. (e) APP/amyloid‐β‐positive cells or deposits are also positive for BACE. [(c–e): Bar = 200 μm]

To explain the difference between Sgo1^−/+^ and BubR1^−/+^ models, we next hypothesized that prolonged mitotic arrest is the trigger for amyloid‐β accumulation. The APP/amyloid‐β‐expressing cells were positive for mitotic marker p‐H3 (Figure 2D) and beta‐secretase 1 (BACE), an APP/amyloid‐β conversion enzyme (Figure 2e). The immunofluorescence results support the hypothesis that the source of accumulation of amyloid‐β is p‐H3‐positive cells that also coexpress BACE and p‐TAU. Overall, the results suggested that amyloid‐β and p‐TAU originated from p‐H3‐positive (prolonged) mitotic cells.

Next, we tested Congo red staining for amyloidosis, which did not provide clear staining in the Sgo1^−/+^ (not shown). Lack of Congo red staining suggested that degree of amyloid accumulation is not as high in this Sgo1^−/+^ model as existing EOAD mouse models that typically express a few‐to‐several‐fold amount of total amyloids compared with controls and show Congo red staining (Kitazawa et al., 2012; Onos et al., 2016; Sasaguri et al., 2016). The result was in agreement with immunoblots in Figure 1 indicating only mild increase in total amyloids (amyloid‐β and APP combined) in Sgo1^−/+^ compared with age‐matched wild type and BubR1^−/+^. The modest increase in total amyloids suggests that the Sgo1^−/+^ model may recapitulate relatively early phase of spontaneous LOAD development.

### 2.4 p‐H3 expression in Sgo1 was observed both in the cortex and in the hippocampus, while p‐H3 expression is limited to the hippocampus in wild type

Dentate Gyrus (DG) and subgranular zone in hippocampus are known to be sites for adult neurogenesis (Bordiuk, Smith, Morin, & Semënov, 2014). Hippocampus is also known to be the site functionally affected by LOAD, leading to the primary LOAD symptom of memory defect. We tested whether amyloid‐β‐and‐p‐H3‐positive cells in Sgo1^−/+^ localize in a particular area (e.g., hippocampus) in the brain. Amyloid‐β‐and‐p‐H3‐positive cells in Sgo1^−/+^ appeared both in the cortex and in the hippocampus (Figure 3a,b). The p‐H3‐positive cell percentages in Sgo1^−/+^ were estimated as 23.96 ∓ 15.32% in the cortex and 16.64 ∓ 6.48% in the hippocampus (Figure 3c). In control wild type (photograph in Supporting Information Figure S3), amyloid‐β‐positive cells were hardly present, and p‐H3‐positive cells were localizing in the hippocampus (10.31 ∓ 6.31%), but not in the cortex (2.33 ∓ 3.82%) (Figure 3c). The data demonstrate that amyloid‐β‐and‐p‐H3‐positive cells characteristically (*p *<* *0.05) appear in the cortex of Sgo1^−/+^, although there is a modest (nonsignificant) increase of p‐H3 in the hippocampus of Sgo1^−/+^ compared with wild type as well.

**Figure 3:**
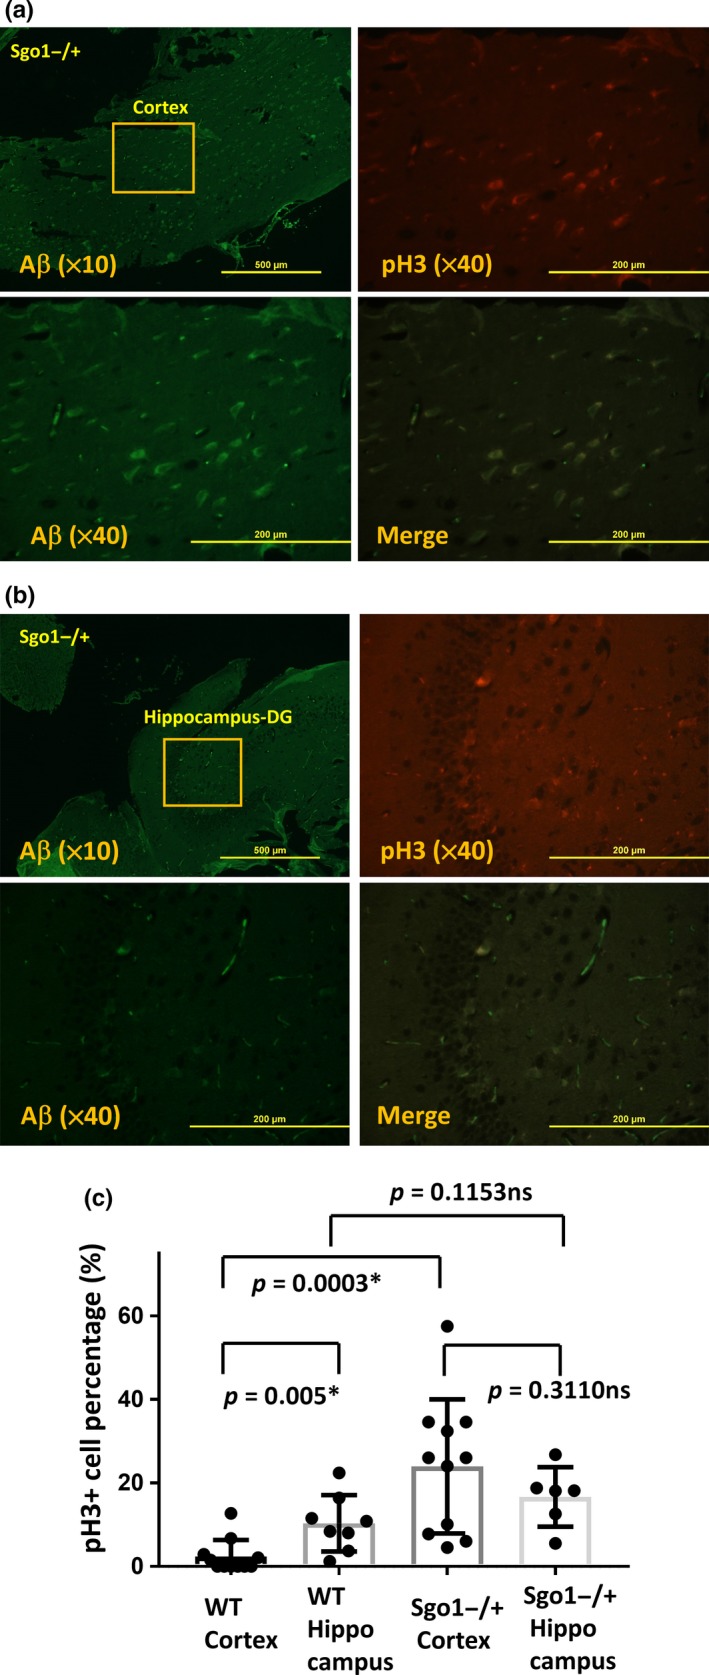
Sgo1^−/+^ brains accumulated amyloid‐β‐and‐p‐H3‐positive cells both in cortex and hippocampus, while in wild‐type p‐H3‐positive cells exclusively located in hippocampus. (a) Amyloid‐β‐and‐p‐H3‐positive cells locate in the cortex of Sgo1^−/+^. Cortex of Sgo1^−/+^ was stained with amyloid‐β, p‐H3, and DAPI. Upper‐left panel shows amyloid‐β staining in a lower magnification (×10) [Bar = 500 μm]. The squared area is presented in a higher magnification (×40) in the other panels for amyloid‐β (Aβ), p‐H3, and merge. [Bar = 200 μm]. (b) Amyloid‐β‐and‐p‐H3‐positive cells also locate in the hippocampus of Sgo1^−/+^. (c) Quantification of p‐H3‐positive cells in wild type and in Sgo1^−/+^, in cortex and in hippocampus. In wild‐type brains (picture in Supporting Information Figure S3), p‐H3 signals located exclusively in hippocampus (*p *=* *0.005). In Sgo1^−/+^ brains, high expression of p‐H3 in the cortex was observed, hence p‐H3 expression was not limited to hippocampus in Sgo1^−/+^. Percentages of p‐H3‐positive cells in Sgo1^−/+^ cortex were significantly higher compared with those in cortex of age‐matched wild‐type control (*p *=* *0.0003). Although p‐H3 expression in hippocampus was modestly higher in Sgo1^−/+^ compared with wild type, the difference was not significant (*p* = 0.1153). [Asterisk (*): *p *<* *0.05. ns (nonsignificant): *p *>* *0.05]

### 2.5 Differentially expressed genes in Sgo1^−/+^ brain

To elucidate the molecular basis for the AD‐associated brain pathology in Sgo1^−/+^, we used RNA‐seq to compare mRNA expression profiles in 24‐month‐old brains. 

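Brain RNA of 3 wild-type (WT) and 3 Sgo1-/+ mice was sequenced, with 1 library per mouse, and all 6 mice were 24 months old. WT replicate 1 and Sgo1-/+ replicate 2 were males and the other mice were females. The WT libraries were sequenced in run 258 and the Sgo1-/+ libraries in run 259, so genotype and sequencing run cannot be told apart. The authors aligned the reads to the mouse genome (mm10) with the Strand NGS software and deposited an estimated count of reads for each of 38087 genes. Between 47.4 and 48.6% of the values per library are not whole numbers. Total estimated counts were between 11123917 and 12505561 per library, with a median of 12298800 in WT and 12154543 in Sgo1-/+. The counts were rounded to whole numbers, normalized by edgeR's TMM method and compared with edgeR's quasi-likelihood test, over the 16337 genes that passed its default filter on low counts. Log2 fold changes are for Sgo1-/+ against WT, and the standard error (SE) of each is its size divided by the square root of the test's F statistic. The targeted gene Sgo1 (ENSMUSG00000023940) lies on chromosome 17 of mm10 from 53674786 to 53689333. Its estimated counts were 0, 7 and 0 in WT replicates 1 to 3, and 4, 2 and 0 in Sgo1-/+ replicates 1 to 3. Its normalized count was 2.22 ± 3.85 (SD, n = 3) in WT and 2.00 ± 1.99 (SD, n = 3) in Sgo1-/+, and a difference was not detectable at this depth (exact two-sided permutation test, p = 1). Without WT replicate 2, Sgo1 was listed at 0 in WT. Across genes, the log2 values of WT replicate 1 had a mean Pearson's r of 0.935 with those of the other libraries, against 0.967 to 0.970 for each of the other 5 libraries; genes are not independent replicates.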

With *p *<* *0.05 and twofold cutoff, ten genes were identified (Table 1). 

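With Benjamini-Hochberg adjustment over all 16337 genes, edgeR's quasi-likelihood test gave 0 genes with an adjusted p-value under 0.05, both with and without the 2-fold cutoff. The smallest adjusted p-value was 0.9999 in this edgeR test. An unadjusted p-value under 0.05 was found for 333 genes, of which 132 were higher and 201 lower in Sgo1-/+. Chance alone would give such p-values to a share of 0.05 of the genes, which is more than 333 of 16337. The number of genes with such a p-value rose to 626 without WT replicate 1 (309 higher, 317 lower). It rose to 1040 without WT replicate 3 (528 higher, 512 lower), and was 240 without Sgo1-/+ replicate 2 (118 higher, 122 lower). Without Sgo1-/+ replicate 1 it was 360 (81 higher, 279 lower). Of these fits, only that without WT replicate 3 exceeded the share that chance gives. Limma on the authors' normalized values, chosen after seeing the data, gave 11 genes past the adjusted threshold, with at most 4 estimated counts in any library, and DESeq2's Wald test gave 3, of which Gm5900 and AA465934 passed the 2-fold cutoff and Ablim3 did not. DESeq2's outlier filter left Slc6a5, Pcp2 and Ppp1r17 without a p-value; with it off, an alternative chosen after seeing the data, DESeq2 again gave 3 genes. Without Sgo1-/+ replicate 2, edgeR's quasi-likelihood test gave 1 gene, Gm13841, with normalized counts of 413 and 398 in Sgo1-/+ replicates 1 and 3, 5.41 in Sgo1-/+ replicate 2 and between 4.02 and 6.86 in WT. Gm5900, Ablim3 and Gm13841 were named after their values were seen. The biological coefficient of variation was 25.9% over the 6 libraries and 17.6% without WT replicate 1. Of the 10 genes of Table 1, 4 were higher and 6 were lower in Sgo1-/+. The filter on low counts retained 8 of them, and 0 of these passed the threshold after adjustment over all genes, while 5 had an unadjusted p-value under 0.05. When the p-values were adjusted over the list alone, 5 of the 8 passed. That count is not independent evidence, since the list was chosen on these libraries. It was 1 without Sgo1-/+ replicate 2, 2 without WT replicate 1, 2 without Sgo1-/+ replicate 3 and 8 without WT replicate 2.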

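For Slc6a5, Pcp2, Ppp1r17, Dao and Ebf3, most of the normalized counts in WT came from 1 library. WT replicate 1 held 98.3% of the sum over the 3 WT libraries for Slc6a5, 97.2% for Pcp2, 95.3% for Ppp1r17, 94.3% for Dao and 90.2% for Ebf3. In each of these 5 genes, the counts of WT replicates 2 and 3 overlapped with those of the Sgo1-/+ libraries. Sgo1-/+ replicate 3 held 93.3% of the sum over the 3 Sgo1-/+ libraries for Pmch. For Shisa8, by comparison, WT replicate 1 held 30.9% of the WT sum, and for Arc and AA465934 Sgo1-/+ replicate 3 held 33.0% and 33.8% of the Sgo1-/+ sum.

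**Figure D1:**
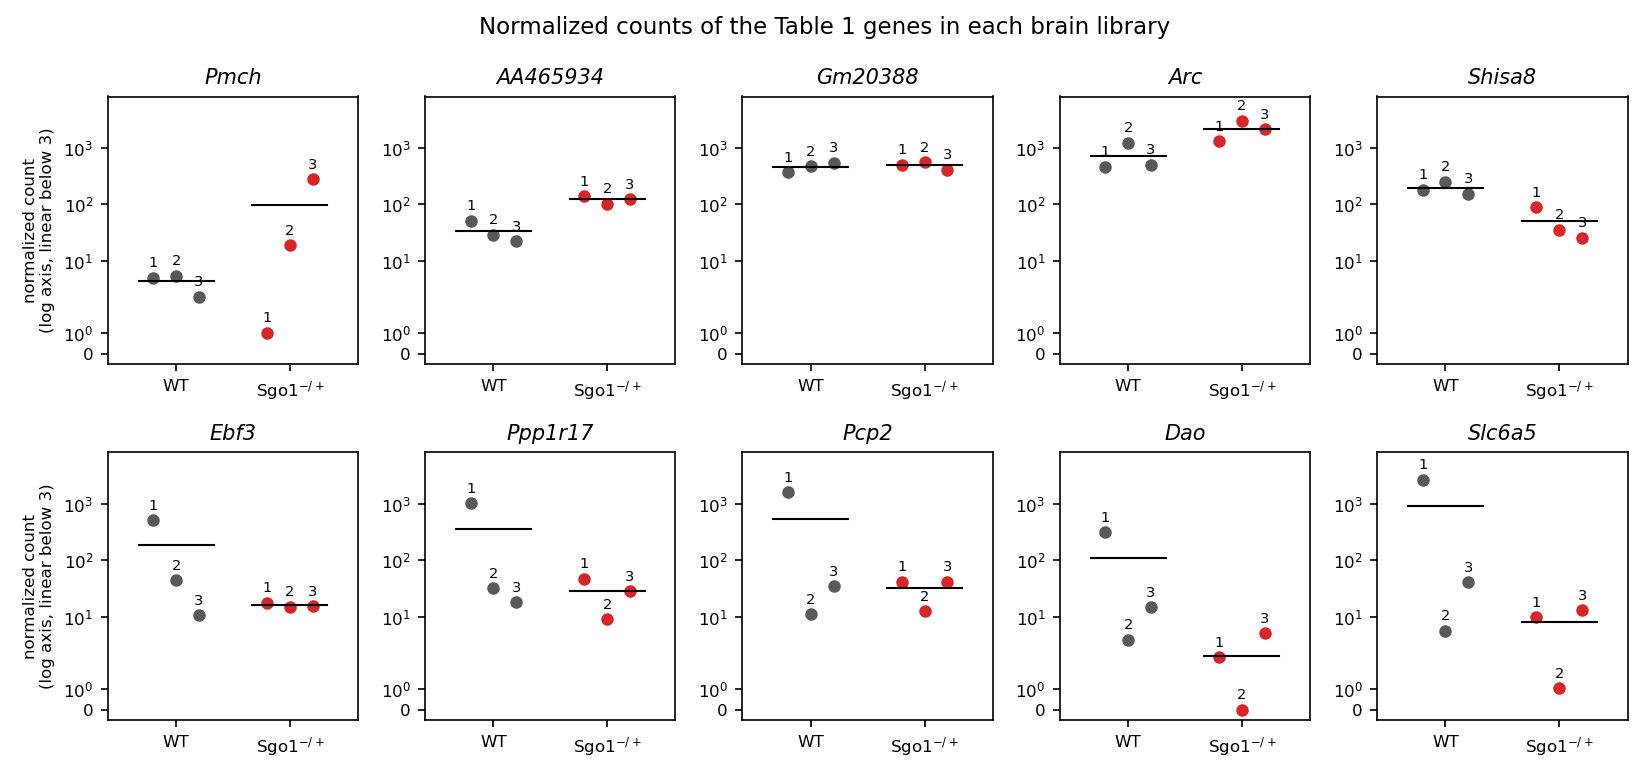
Normalized counts of the genes of Table 1 in each brain library, on a log axis that is linear below 3. Points are libraries with their replicate number and lines are group means (n = 3 WT and 3 Sgo1-/+); for Slc6a5, Pcp2, Ppp1r17, Dao and Ebf3, WT replicate 1 lies above the other 5 libraries.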

ARC, PMCH, Gm20388, and AA465934 were overexpressed, while Shisa8, Ebf3, DAO, Slc6a5, PPP1r17, and PCP2 were underexpressed (Figure 4). Among the ten genes, seven had known connections to AD and/or neuronal function.

**Table 1:** Differentially expressed genes in 24‐m‐old Sgo1^−/+^ brain compared with age‐matched wild type (FDR‐*p *<* *0.05, twofold cutoff)

Name	Chromosome	Region	Max group mean	Log_2_ fold change	Fold change	*p*‐Value	FDR *p*‐value
Pmch	10	88091072..88092375	13.84641	4.879923	29.44443198	1.32279E‐06	0.022851667
AA465934	11	83291699..83294632	11.8432	2.27275	4.832432371	7.96492E‐06	0.045865552
Gm20388	8	119910841..124345722	5.28021	1.831427	3.558888713	2.03649E‐06	0.026385744
Arc	15	Complement(74669083.. 7467257 0)	48.70859	1.574903	2.979155502	7.24493E‐06	0.045865552
Shisa8	15	Complement(82206952..8221281 5)	7.245731	−2.05335	−4.150675197	5.81972E‐07	0.015080633
Ebf3	7	Complement(137193673.. 137314 445)	2.481491	−3.54076	−11.63793136	6.98282E‐06	0.045865552
Ppplrl7	6	56017497..56032689	15.43888	−3.71303	−13.11398849	9.40502E‐06	0.048742448
Pcp2	8	Complement(3623371.. 3625545)	24.46027	−4.58608	−24.0185273	4.3674E‐06	0.045268991
Dao	5	114003703..114025682	2.850218	−5.4852	−44.79287015	7.62545E‐06	0.045865552
Slc6a5	7	49910146..49963856	9.454366	−7.18066	−145.0751803	1.41963E‐10	7.35739E‐06

**Figure 4:**
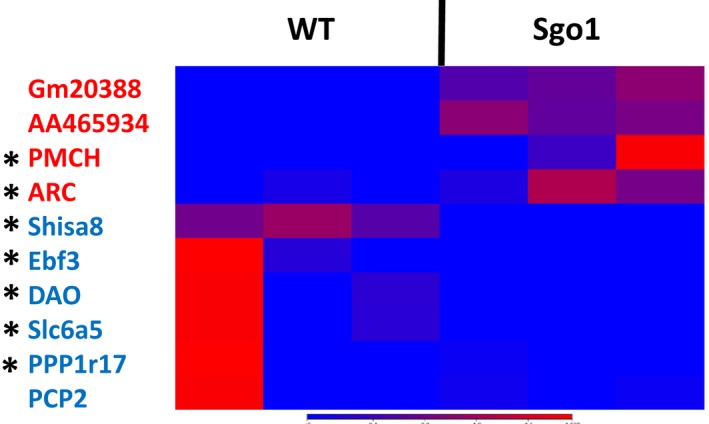
Differential expressions of AD and/or neuronal function‐related genes in the Sgo1^−/+^ brain. Heat map. Blue color indicates lower expression, and red indicates higher expression. Gm20388, AA465934, PMCH, and ARC were more highly expressed in Sgo1^−/+^ mice, while Shisa8, Ebf3, DAO, Slc6a5, PPP1r17, and PCP2 were expressed at lower levels. Genes marked with asterisk had known connections to AD and/or neuronal function (see text)

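The authors' deposited normalized values are log2 values from which each gene's median over the 6 libraries was subtracted. In the authors' deposited table, the difference between the Sgo1-/+ and WT means of these values was −4.06 for Slc6a5, −3.49 for Dao, −1.97 for Ebf3, −1.87 for Ppp1r17 and −1.60 for Pcp2. Their values for WT replicate 1 were 7.86 for Slc6a5, 6.13 for Dao, 4.96 for Ebf3, 5.08 for Ppp1r17 and 5.39 for Pcp2. Their values for the other two WT libraries were between −1.79 and 1.83 for these genes. The authors' difference was 0.08 for Gm20388, 2.04 for Pmch, 1.91 for AA465934, 1.62 for Arc and −2.14 for Shisa8. In the edgeR fit to the counts, 3 of the genes of Table 1 changed direction when WT replicate 1 was left out, Ppp1r17 (0.17) and Pcp2 (0.48) from lower to higher in Sgo1-/+, and Gm20388 (−0.06) from higher to lower.

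**Figure D2:**
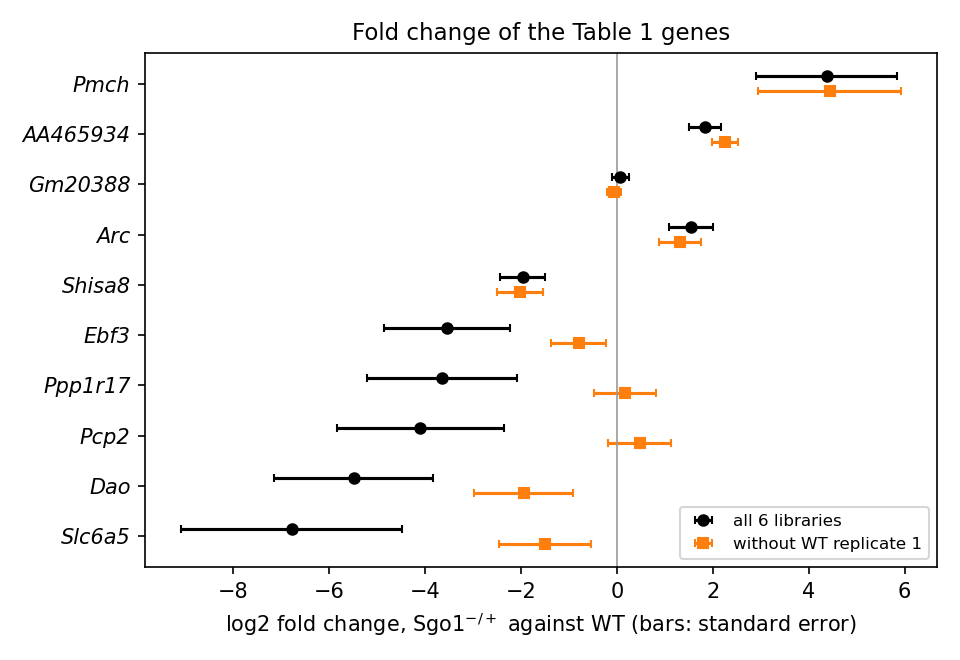
Log2 fold changes (Sgo1-/+ against WT) of the genes of Table 1 from edgeR, with all 6 libraries (black circles) and without WT replicate 1 (orange squares). Bars are standard errors; Ebf3, Ppp1r17, Pcp2, Dao and Slc6a5 lie nearer to 0 without WT replicate 1.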

### 2.6 Overexpressed genes in Sgo1^−/+^

Activity‐Regulated Cytoskeleton‐Associated Protein (ARC) [2.97‐fold increase, FDR‐ *p *=* *0.045] is proposed to participate in AD pathogenesis, because ARC is required for activity‐dependent generation of amyloid‐β, and genetic deletion of ARC (−/−) reduces amyloid‐β load in a transgenic mouse model of AD (APP_SWE_;PS1ΔE9) (Wu et al., 2011). 

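Arc (ENSMUSG00000022602) lies on chromosome 15 of mm10 from 74669083 to 74672570. Its normalized count was 727 ± 421 (SD, n = 3) in WT and 2138 ± 865 (SD, n = 3) in Sgo1-/+. The log2 fold change was 1.56 (SE 0.458), with an unadjusted p-value of 0.0117 and an adjusted p-value of 0.9999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The highest WT count was 1213 in WT replicate 2 and the lowest Sgo1-/+ count was 1286 in Sgo1-/+ replicate 1. Without WT replicate 2, the log2 fold change was 2.14.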

ARC upregulation was observed in human AD brain and may directly promote amyloid‐β generation, explaining the pathology in Sgo1^−/+^ mice, at least in part. 

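With each library left out in turn, the log2 fold change of Arc was lowest, 1.22, without Sgo1-/+ replicate 2. It remained above 1 in every such fit. Across all alternatives, the adjusted p-value of Arc from edgeR, DESeq2 or limma was between 0.670 and 1. The 16 other immediate early genes of a list written before the counts were seen, which like Arc respond to neuronal activity, had a median difference of 1.19 between the group means of log2 CPM (counts scaled to library size), and of 0.68 without WT replicate 1.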

The pro‐melanin concentrating hormone (PMCH) [29.44‐fold increase, FDR‐*p *=* *0.022] product is processed proteolytically to generate multiple neuropeptides and may regulate energy homeostasis and behaviors such as hunger, reproductive function, and sleep (Mul et al., 2010, 2013). 

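Pmch (ENSMUSG00000035383) lies on chromosome 10 of mm10 from 88091072 to 88092375. WT replicates 1, 2 and 3 had 5.05, 5.49 and 2.70 normalized counts, a mean of 4.41 (n = 3), and the mean was 98.1 ± 153 (SD, n = 3) in Sgo1-/+. Sgo1-/+ replicates 1, 2 and 3 had 0.994, 18.8 and 274 normalized counts. The mean of Sgo1-/+ replicates 1 and 2 was 9.89. The filter on low counts removed Pmch, and with the filter off its log2 fold change was 4.38 (SE 1.47), and 1.10 without Sgo1-/+ replicate 3. The adjusted p-value from edgeR's quasi-likelihood test with the filter off was 0.950, and across all alternatives it was between 0.715 and 1. An exact two-sided permutation test of the normalized counts gave p = 0.4, where the smallest p that 3 libraries against 3 allow is 0.1. Parpbp, on the other strand, overlaps 2 of the 3 exons of Pmch, and the deposited counts could have split reads between them; it had 145 normalized counts in Sgo1-/+ replicate 3 and between 2.98 and 21.2 in the other libraries. Parpbp was chosen after its values were seen. Hcrt, another neuropeptide gene of the lateral hypothalamus, had 101.3 normalized counts in Sgo1-/+ replicate 3 and at most 8.11 in the other libraries. It was singled out after its values were seen. In Sgo1-/+ replicate 3, a list of 17 hypothalamus genes with Hcrt but without Pmch had a median log2 ratio of −0.83 to the median of the 6 libraries. Of these genes, 8 were lowest and 1 was highest in that library.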

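AA465934 (ENSMUSG00000093483) is a noncoding gene on chromosome 11 of mm10 from 83291699 to 83294632, and it contains the small nucleolar RNA gene Snord7. Its normalized count was 34.2 ± 15.3 (SD, n = 3) in WT and 122 ± 18.0 (SD, n = 3) in Sgo1-/+, a log2 fold change of 1.84 (SE 0.338). Its unadjusted p-value was 0.00102 in edgeR's quasi-likelihood test. After Benjamini-Hochberg adjustment p was 0.9999 in that test, 0.0118 in DESeq2's Wald test and 0.0126 in edgeR's likelihood ratio test, and across all alternatives it was between 0.0118 and 1. Gm20388 (ENSMUSG00000092329) had a normalized count of 462 ± 88.2 (SD, n = 3) in WT and 487 ± 72.7 (SD, n = 3) in Sgo1-/+. Its log2 fold change was 0.08 (SE 0.183), a difference within the spread between the libraries of each group (exact two-sided permutation test, p = 0.7). The change was −0.06 without WT replicate 1 and −0.03 without Sgo1-/+ replicate 2.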

The functions of Gm20388 [3.55‐fold increase, FDR‐*p *=* *0.026] and AA465934 [4.83‐fold increase, FDR‐*p *=* *0.045] remain unclear. The Gm20388 product carries partial homology to Low‐Density Lipoprotein Receptor Class A domain (LDLa) and may be involved in cholesterol metabolism, an AD‐associated pathway.

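In the files Gm20388 spans chromosome 8 of mm10 from 119910841 to 124345722, a distance of 4.43 Mb that also holds all or part of 209 other genes. The annotation gives it 1 transcript with 16 exons, and all 16 overlap exons of other genes. Exon 1 overlaps Usp10, and exons 2 to 16 overlap Galnt2 and share at least 1 boundary with it. The values of Gm20388 are therefore uncertain, since reads of Galnt2 or Usp10 could have been counted for it. Galnt2 had a log2 fold change of 0.07 (SE 0.180) and Usp10 of −0.03 (SE 0.0970), and both were chosen after the values of Gm20388 were seen.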

### 2.7 Underexpressed genes in Sgo1^−/+^

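Shisa8 (ENSMUSG00000096883) is listed by the files under its older symbol AI848285, on chromosome 15 of mm10 from 82206952 to 82212815. Its normalized count was 195 ± 49.1 (SD, n = 3) in WT and 49.8 ± 33.4 (SD, n = 3) in Sgo1-/+. In edgeR's quasi-likelihood test its log2 fold change was −1.96 (SE 0.466), with an unadjusted p-value of 0.00413 and a Benjamini-Hochberg adjusted p-value of 0.9999. The log2 fold change was −2.67 without Sgo1-/+ replicate 1, which had the highest of the Sgo1-/+ counts, 87.9, and −1.65 without Sgo1-/+ replicate 3. A list of 10 genes of the olfactory bulb, written before the counts were seen, had a median difference of −1.47 between the group means of log2 CPM, and of −2.45 without WT replicate 1.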

Shisa Family Member 8 (Shisa8) [4.15‐fold decrease, FDR‐*p *=* *0.015] is a Shisa family transmembrane protein, which may be involved in Wnt/FGF signaling or neurotransmitter regulation (Pei & Grishin, 2012). 

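Ebf3 (ENSMUSG00000010476) lies on chromosome 7 of mm10 from 137193673 to 137314445, and the antisense genes Gm10578 and Gm45278 lie within it. WT replicates 1, 2 and 3 had 512, 44.8 and 10.9 normalized counts of Ebf3, and the Sgo1-/+ libraries had 16.2 ± 1.48 (SD, n = 3). The WT mean was 189 ± 280 (SD, n = 3), and 27.8 over WT replicates 2 and 3. The log2 fold change of Ebf3 was −3.54 (SE 1.31; edgeR's quasi-likelihood test, unadjusted p = 0.0311), and −0.79 (SE 0.575) without WT replicate 1. The exact two-sided permutation test of the normalized counts gave p = 0.4.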

Early B‐cell factor 3 (Ebf3) [11.63‐fold decrease, FDR‐*p *=* *0.045] encodes a transcription factor and may be associated with LOAD (*p *=* *0.03) (Belbin et al., 2011). Mutations in Ebf3 disturb transcriptional profiles and cause intellectual disability, ataxia, and facial dysmorphism in humans (Sleven et al., 2017).

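Dao (ENSMUSG00000042096) lies on chromosome 5 of mm10 from 114003703 to 114025449 in the files. Its estimated counts were 310, 4.13 and 14.6 in WT replicates 1, 2 and 3, and 2.5, 0 and 5 in the Sgo1-/+ replicates. The normalized count was 110 ± 175 (SD, n = 3) in WT and 2.53 ± 2.56 (SD, n = 3) in Sgo1-/+, and the WT mean without WT replicate 1 was 9.36.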

D‐Amino Acid Oxidase (DAO) [44.79‐fold decrease, FDR‐*p *=* *0.045] removes the D‐amino acids that accumulate during aging. DAO degrades D‐serine, a coagonist of the NMDA receptor, and is associated with schizophrenia. A DAO inhibitor Sodium benzoate improved cognitive and overall functions in early‐phase AD patients (Lin et al., 2014). Reduced DAO expression may play a compensating role against the AD‐like pathology in Sgo1^−/+^ model mice.

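With the filter on low counts off, since it removed Dao, the log2 fold change of Dao was −5.49 (SE 1.66). It was −1.94 (SE 1.03) without WT replicate 1 and −6.64 without Sgo1-/+ replicate 3, when the remaining Sgo1-/+ libraries lie under 3 counts and the fitted value depends on the prior count. The unadjusted p-value of Dao in edgeR's quasi-likelihood test was 0.00949 with all 6 libraries and 0.0828 without WT replicate 1. Its adjusted p-value was 0.950 in that edgeR fit and between 0.506 and 1 across all alternatives.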

Solute Carrier Family 6 Member 5 (Slc6a5) [145.07‐fold decrease, FDR‐*p *<* *0.0001] is a sodium‐ and chloride‐dependent glycine neurotransmitter transporter. 

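Slc6a5 (ENSMUSG00000039728) lies on chromosome 7 of mm10 from 49910146 to 49963856. WT replicate 1 had 2651 normalized counts of Slc6a5, against 5.71 and 40.6 in WT replicates 2 and 3. The Sgo1-/+ replicates had 9.94, 1.01 and 13.3. The WT mean was 899 ± 1517 (SD, n = 3), and 23.2 without WT replicate 1, and the Sgo1-/+ mean was 8.08 ± 6.35 (SD, n = 3). The log2 fold change was −6.78 (SE 2.30), and −1.50 (SE 0.956) without WT replicate 1. Its unadjusted p-value in edgeR's quasi-likelihood test was 0.0221 with all libraries and 0.160 without WT replicate 1. The exact two-sided permutation test of the normalized counts gave p = 0.3. The smallest p that 3 libraries against 3 allow is 0.1, so this test cannot reach 0.05 for any gene. In WT replicate 1, the median of 22 other genes of the brain stem lay 4.16 above the median of the 6 libraries on the log2 scale.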

Slc6a5 physically interacts with Syntaxin 1A, which binds to presenilin 1, mutations in which are linked to familial AD. Slc6a5 is also a component of the NRF2 pathway involved in oxidative stress response. Mutations in Slc6a5 cause hyperekplexia, a neurological disorder with pronounced startle responses and neonatal apnea (Carta et al., 2012).

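Ppp1r17 (ENSMUSG00000002930) lies on chromosome 6 of mm10 from 56017515 to 56032688 in the files. Its normalized counts were 1021, 32.4 and 18.3 in WT replicates 1, 2 and 3 and 28.5 ± 19.3 (SD, n = 3) in Sgo1-/+. The WT mean was 357 ± 575 (SD, n = 3), and 25.3 without WT replicate 1. In WT replicate 1, 9 other genes of Purkinje cells had a median of 2.45 above that of the 6 libraries on the log2 scale.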

Protein Phosphatase 1 regulatory subunit 17 (PPP1r17)/G‐substrate [13.11‐fold decrease, FDR‐*p *=* *0.048] is a protein phosphatase inhibitor primarily expressed in Purkinje cells. PPP1r17 is reportedly involved in hypercholesterolemia, long‐term depression, and attenuation in the long‐term adaptation of optokinetic eye movement response (Endo, 2012). Protein phosphatase 1 can dephosphorylate p‐TAU (Liu, Grundke‐Iqbal, Iqbal, & Gong, 2005). Underexpression of PPP1r17 may play a compensatory role against AD‐like pathology via dephosphorylating p‐TAU. 

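The log2 fold change of Ppp1r17 was −3.64 (SE 1.56), with an unadjusted p-value of 0.0526 from edgeR's quasi-likelihood test. It was 0.17 (SE 0.641) without WT replicate 1, a change of direction, and −4.23 without Sgo1-/+ replicate 1. It was negative in the other fits that left out a library. With sex as a covariate, where WT replicate 1 is the only WT male, it was −1.45. That fit gave −1.38 for Pcp2, −2.27 for Ebf3, −4.16 for Dao and −4.47 for Slc6a5.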

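Pcp2 (ENSMUSG00000004630) lies on chromosome 8 of mm10 from 3623371 to 3625545, and 8 of its 13 annotated exons overlap Pet100 on the other strand. Pcp2 had 1595 normalized counts in WT replicate 1, 11.1 in WT replicate 2 and 34.9 in WT replicate 3, a mean of 547 ± 908 (SD, n = 3) that fell to 23.01 without WT replicate 1. The Sgo1-/+ mean was 32.2 ± 17.0 (SD, n = 3). Its log2 fold change was −4.09 (SE 1.74), and 0.48 (SE 0.654) without WT replicate 1. The unadjusted p-values of these fits from edgeR's quasi-likelihood test were 0.0514 and 0.485. Pet100, chosen after its values were seen, had a log2 fold change of −0.13 (SE 0.284). For 13 genes of cerebellar granule cells, the median in WT replicate 1 was 3.36 above that of the 6 libraries on the log2 scale.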

PCP2 (Purkinje Cell Protein 2) [24.01‐fold decrease, FDR‐*p *=* *0.045] may function as a modulator for G protein signaling. However, PCP2^−/−^ knockout mice showed no phenotype (Mohn, Feddersen, Nguyen, & Koller, 1997), making elucidation of the function difficult.

## 3 DISCUSSION

Our results suggest that accumulated amyloid‐β originated from p‐H3‐positive prolonged mitotic cells, which later die and leave extracellular deposits including amyloid‐β and p‐TAU that may become seeds for “plaques and tangles.” Cells with accumulated amyloid‐β were specifically observed in Sgo1^−/+^ model mice with intact spindle checkpoint and not in mitotic checkpoint‐defective BubR1^−/+^ model mice. There is supporting evidence suggesting that mitotic cells are involved in amyloid‐β accumulation in human LOAD: (a) Human neurofibrillary tangles colocalized with MPM2 antigens, another mitotic marker (Kondratick & Vandré, 1996); (b) Abnormal Tau phosphorylation of the Alzheimer‐type also occurred during mitosis in human neuroblastoma SY5Y cells overexpressing Tau (Delobel et al., 2002); (c) APP^Thr668^ phosphorylation in mitosis correlated with increased processing of APP to generate Aβ and the C‐terminal fragment of APP (Judge, Hornbeck, Potter, & Padmanabhan, 2011); (d) Although p‐H3 localization is usually limited in chromatin in many other organs, human AD brain showed a cytoplasmic, diffused pattern of p‐H3 (Ogawa et al., 2003), which was recapitulated in the Sgo1^−/+^ mouse brain (Figures 2d and 3a,b). These reports strongly suggest that human LOAD development can be aided by prolonged mitosis, which the Sgo1^−/+^ model recapitulates. Indeed, in human LOAD, models incorporating the critical role of mitotic cells have been proposed, such as a “simple linear model” that states that human AD pathology develops from mitotic cycle‐reentering neurons that later die (Herrup, 2010), and the “two‐hit model” of human LOAD (Zhu, Lee, Perry, & Smith, 2007; Zhu, Raina, Perry, & Smith, 2004) that purports that LOAD development occurs with (a) oxidative stress and (b) mitotic reentry. Although the direct trigger for mitotic cycle reentry in Sgo1^−/+^ model mice remains unclear, studies on roles of cell cycle regulators, such as Cdk5 (Zhang et al., 2008), and on effects of genes identified through RNA‐seq in this study on the cell cycle, are warranted.

The Sgo1^−/+^ haploinsufficient mouse is a model that displays two direct effects of a reduction in Sgo1, both of which lead to prolonged mitosis via the spindle checkpoint: (a) cohesinopathy in mitotic chromosome; and (b) defects in centrosome integrity (Yamada et al., 2012). Whether the AD pathology is caused by cohesinopathy, centrosome defect, or the common consequence that is prolonged mitosis must be distinguished. Cohesinopathy in humans leads to diseases with cancer proneness, developmental malformation, and/or intellectual disability and behavioral issues, such as Cornelia de Lange syndrome or mutations in STAG1 or STAG2 (Kline et al., 2017; Kumar et al., 2015). The symptoms suggest that maintenance of chromosome cohesion may play a role more critical than previously anticipated in brain functions.

Mutations in centrosomal genes are often connected to developmental malformations of the brain, such as autosomal recessive primary microcephaly, microcephalic osteodysplastic primordial dwarfism type II, and Seckel syndrome, in humans (Nigg, Čajánek, & Arquint, 2014). These rare human diseases have not been studied in the context of AD, in part because they are rare yet patients do not survive long, and because mental retardation symptom is difficult to distinguish from cognitive dysfunction of AD. However, the use of corresponding mouse models should provide guidance. At this moment, we do not think Sgo1 is the only target gene to create spontaneous LOAD mouse model. We speculate that functional equivalent of Sgo1 mutation can also create LOAD model. Indeed, functional equivalent of Sgo1 mutation, such as accumulation of aneuploid cells (Bajic et al., 2015; Potter, 1991) or increase in cells reentering mitotic cycle, does occur in human LOAD (Herrup, 2010; Zhu et al., 2004, 2007).

Our results also suggest that prolonged mitosis and/or mitotic spindle checkpoint may have potential as a therapeutic target for AD. Agreeing with this prediction, Flavopiridol, a CDK inhibitor, reversed memory impairment in amyloid‐β‐injected AD mouse model, suggesting the detrimental role of prolonged mitosis in AD (Leggio et al., 2016).

Here, we present evidence that the Sgo1^−/+^ haploinsufficient mouse model displays AD‐like brain pathology at an age equivalent to human old age. The model will allow us to test genetic interactions between known AD‐associated genes (e.g., APOE, ARC) through simple breeding, as well as the influence from environmental, dietary, and other intervention or therapeutic measures. We propose the use of the Sgo1^−/+^ model with pathological assessments as endpoints at this time. Due to the difference in original study aim (i.e., aging‐associated carcinogenesis), whether the mice indicate cognitive and behavioral defects and represent other major hallmarks of human AD have not been tested. However, genes directly or indirectly involved in AD pathology and its modulation (e.g., ARC, DAO, Ebf3, PPP1r17), along with genes that modulate neuronal function and/or behavior (e.g., PMCH, Shisa8, Slc6a5), were identified in the present study, strongly suggesting that Sgo1^−/+^ haploinsufficiency affects the animal's cognitive functions and/or behavior at later ages. 

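Among the genes of Table 1, the counts of the 3 WT libraries and of the 3 Sgo1-/+ libraries did not overlap for Arc, Shisa8 and AA465934, which is 3 of 10 genes. Chance gives 10% for genes not chosen on these libraries, which is no reference for the genes of Table 1. For each of these, an exact two-sided permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. The 2 groups overlapped for the other 7 genes, with permutation p-values from 0.2 for Dao to 0.9 for Pcp2 (exact tests); Gm20388 had p = 0.7 and Ppp1r17 p = 0.6 (exact tests). From the reported functions of the identified genes in AD pathology, neuronal function and behavior, the paper proposes that Sgo1 haploinsufficiency affects cognitive functions or behavior at later ages.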

Further validation of the model including cognitive function assessment is warranted. Whether the identified genes represent valid AD drug targets is also open for further investigation.

Overall, the model would represent the first genetically defined spontaneous LOAD model once fully validated and would be beneficial for investigating the mechanisms of LOAD pathology development and in translational studies for intervention and therapy.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animals

C57BL/6‐based wild‐type (WT), Sgo1^−/+^ (Rao et al., 2016; Yamada et al., 2012, 2015, 2016), and BubR1^−/+^ (Dai et al., 2004; Rao et al., 2005) mice were bred and maintained in a pathogen‐free rodent barrier facility without treatment for 24–25 months (an observational study). Surviving animals were euthanized and organs were collected following our standard operating procedures (Yamada et al., 2012). Animal numbers were as follows: WT, *N *=* *14 (surviving out of 18); Sgo1^−/+^, *N *=* *8 (out of 12); BubR1^−/+^, *N *=* *15 (out of 21). All procedures were approved by the OUHSC Institutional Animal Care and Use Committee. Each brain was split into two hemispheres. One hemisphere was saved in 10% buffered formalin for immunofluorescence, and the other was stored at −80°C after flash freezing in liquid nitrogen for immunoblots and/or RNA‐seq.

### 4.2 Immunoblots

Frozen brain samples (mouse cerebrum including cortex and hippocampus, excluding olfactory bulb, cerebellum, medulla) were extracted in extraction buffer and subjected to immunoblots following our standard protocol (Rao et al., 2016; Yamada et al., 2012). Blots were quantified using imagej 1.43 software (NIH). β‐actin blots were used for loading control and normalization.

### 4.3 Immunofluorescence

Formalin‐fixed brain hemispheres were embedded in paraffin and sectioned onto slides. After deparaffinization, antigen retrieval, sodium borohydride treatment, CuSO_4_ treatment, and blocking, the slides were treated with primary antibodies for 16 hr, then with secondary fluorescent antibodies for 1 hr, followed by brief DAPI staining and sealing with antifade. Sodium borohydride and CuSO_4_ were used to minimize autofluorescence by Shiff‐base and by Lipofuscin, respectively (Schnell, Staines, & Wessendorf, 1999; Spitzer, Sammons, & Price, 2011).

We used multiple antibodies from different vendors, especially for APP and/or amyloid‐β, to ensure accuracy of results. We used the following antibodies: anti‐APP/amyloid‐β [Santa Cruz, sc‐28385], anti‐amyloid‐β (D54D2) [Cell Signaling Technologies (CST), 8243T], anti‐TAU (TAU46) [CST, 4019T], anti‐BACE (D10E5) [CST, 5606T], anti‐APP/amyloid‐β (NAB228) [CST, 2450T], anti‐phospho‐Tau (PhosphoS262) [Antibodies‐online/EnoGene, E011111], anti‐phospho‐Histone H3 (S10) [CST, #9701], anti‐phospho‐Histone H3 (S28) [CST, #9713], anti‐Rabbit Cy5 [Jackson ImmunoResearch, #68551], and anti‐mouse Alexa488 [Invitrogen, A11029]. The slides were observed with an Olympus microscope or a Leica microscope. We used the same image acquisition settings for all samples, so that visualized signal intensity would reflect the difference among samples (e.g., Figure 1a,b).

### 4.4 Quantification of Immunofluorescence

In the experiment in Figure 3 and Supporting Information Figure S3, immunofluorescence samples from wild‐type and Sgo1^−/+^ brains (WT *N* = 3, Sgo1^−/+^ *N* = 3) were photographed (5‐8 sets per animal). In a pictured field, numbers of p‐H3‐positive cells and DAPI‐positive cells were counted, and percentages of p‐H3‐positive cells among all DAPI‐positive cells were calculated. Minimum six fields were analyzed both for cortex and for hippocampus of wild type and of Sgo1^−/+^.

### 4.5 RNA‐seq

Comparative RNA sequencing was performed as in (Rao et al., 2016; Yamada et al., 2016). The total RNA was extracted from frozen brain samples (mouse cerebrum including cortex and hippocampus, excluding olfactory bulb, cerebellum, medulla). The RNA samples were submitted to the OUHSC Laboratory for Bioinformatics core facility for library construction and RNA sequencing with an Illumina MiSeq next‐generation sequencer with each run generating approximately 30 million 2 × 150 bp paired‐end reads. The readouts were analyzed with Strand bioinformatics software (Strand NGS, San Francisco, CA, USA). Illumina MiSeq paired fastq files were aligned in strand ngs software version 2.1 (http://www.strand-ngs.com) using mouse mm10 (UCSC) assembly. The Dec. 2011 Mus musculus assembly (Genome Reference Consortium Mouse Build 38 [GCA_000001635.5]) was produced by the Mouse Genome Reference Consortium (http://genome.ucsc.edu/). Reads were normalized using DESeq. The normalized read counts were log‐transformed and base‐lined to the data set, resulting in normalized signal values. Differential gene expression of the normalized signal values between the control and experimental group was determined using a moderated *t* test, *p *<* *0.05. The differentially expressed gene list was subsequently used for clustering and pathway analysis.

### 4.6 Statistical analysis (RNA‐seq)

We used Student's *t* test to analyze the data. Statistical significance was evaluated by algorithms integral to the aforementioned software. FDR‐adjusted *p* values of <0.05 were considered significant.

### 4.7 Data and materials availability

The RNA‐seq dataset was deposited to the NIH‐GEO database (accession number GSE115185) and will be available there on June 26, 2018. The reagents described in this article are available under a material transfer agreement with University of Oklahoma Health Sciences Center.

## CONFLICT OF INTEREST

The authors declare no conflict of interests.

## AUTHOR CONTRIBUTIONS

C.V. Rao and H.Y. Yamada contributed all aspects of the project. M. Farooqui and Y. Zhang contributed animal maintenance, sample collection, and key data generation. A.S. Asch provided material support and intellectual input.

## Supporting information

 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

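Brain RNA was measured by RNA-seq in 3 WT and 3 Sgo1-/+ mice of 24 months. The paper gives the tissue as cerebrum with cortex and hippocampus, without olfactory bulb, cerebellum and medulla. WT replicate 1 and Sgo1-/+ replicate 2 came from males and the other 4 libraries from females. The WT libraries were sequenced in run 258 and the Sgo1-/+ libraries in run 259, so no term for the run could be fitted. The immunoblots and immunofluorescence of the paper were not analysed here, since the deposited series holds no values for them.

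The authors aligned the paired reads to mm10 with Strand NGS and deposited, per library, an estimated count for each of 38087 Ensembl genes, without normalization. The authors also deposited normalized values, which they made by DESeq normalization and conversion to log2, after which each gene's median over the 6 libraries was subtracted. The largest absolute median of a gene over the 6 values was 9.5e-07. A further column of the deposited table holds the authors' log2 fold change, the WT mean minus the Sgo1-/+ mean of these values, which their own values give back to within 2.9e-07. The authors deposited that fold change also as a signed score, negative where Sgo1-/+ is higher, and as a ratio without direction. The paper's text does not name the Ensembl release used for counting, or whether the counting used the strand. Gene names were taken from the deposited table and from the mouse annotation of the same build, which holds 36308 of the 38087 gene IDs.

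Total estimated counts were 11123917, 12505561 and 12298800 in WT replicates 1 to 3 and 12424734, 12154543 and 12090256 in Sgo1-/+ replicates 1 to 3. A gene with a count of 0 in a library of this depth may hold up to 3 counts, and values at or under 3 counts were treated as having no order. Reads without molecular identifiers are not independent molecules, so this limit covers counting error only.

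The estimated counts were rounded to whole numbers. The comparison of Sgo1-/+ with WT was fitted with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, default filter on low counts, 16337 genes tested, no covariates), with Benjamini-Hochberg adjustment and a threshold of an adjusted p-value under 0.05 and at least 2-fold. The standard error of an edgeR log2 fold change is its size divided by the square root of the F statistic. Pmch, Dao, Sgo1, Bub1b and Ddx3y, which the filter removed, were fitted with the filter off. Normalized counts are estimated counts divided by the TMM-scaled library size and multiplied by its mean over the 6 libraries, and single genes were compared by exact two-sided permutation tests over the 20 groupings of the libraries, of which the smallest p is 0.1. Genes named in the text are those of Table 1, Sgo1, the sex genes Xist and Ddx3y, and the genes of 16 marker lists. They also include App, Bace1, Mapt, Apbb1, Apoe, Cdk5, Stx1a and Bub1b, which the paper names, Apbb1 from whole blood. Genes past the threshold with groups that do not overlap are named too. Parpbp, Galnt2, Usp10, Pet100, Lamtor3, Gm5900, Ablim3, Gm13841, Cldn6 and Gm5406 were added after their values were seen.

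The 16 marker lists were for Purkinje cells, cerebellar granule cells, medulla and brain stem, olfactory bulb, hypothalamus, thalamus, striatum, cortex, hippocampus, choroid plexus, blood, immediate early genes, mitosis, the response of microglia to amyloid, reactive astrocytes and oligodendrocytes. Genes of Table 1 were left out of the lists. Each list was compared between the groups by camera from limma 3.58.1 on log2 CPM of the tested genes, with its preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. For single libraries, the median over a list of the log2 ratio to the median of the 6 libraries was used, with values under 3 counts set to 3. A list was singled out in a library where this median was at least 1 and at least 75% of its genes were highest in that library; these limits, and the floor of 3 counts, were chosen after values were seen. Lists matched in gene length, GC content and expression were drawn 10000 times.

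The alternatives set before the data were examined were DESeq2 1.42.0 (Wald test), edgeR's likelihood ratio test, limma on log2 of DESeq-normalized counts plus 1, DESeq2's size factors, no filter on low counts, a filter of at least 10 counts in every library, sex as a covariate, the replicate number as a block, each library left out in turn, and for the lists fry, an estimated correlation between genes and the Table 1 genes kept. Chosen after seeing the data were limma on the authors' normalized values, DESeq2's Wald test with its outlier filter off, which by default gave 60 genes no p-value, and for single libraries DESeq2's size factors, the median of the other 5 libraries, a pseudocount of 1 and each other library left out.

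The quasi-likelihood and likelihood ratio tests of edgeR, DESeq2's Wald test and limma on DESeq-normalized counts were run first on simulated counts with 200 changed genes, drawn from the means and library sizes of the real genes. Camera was run there with 1 changed list of 12 genes, which it called; fry, camera with an estimated correlation and the permutation tests were not run on simulated counts. With the dispersion of the 6 libraries, edgeR's quasi-likelihood test recovered 61.0% of the 200 genes among 16096 tested, and 86.2% of the 130 that were changed at least 4-fold, with 6.11% false calls. With the dispersion estimated without WT replicate 1, it recovered 87.0% among 16172 tested, with 5.70% false calls. This setting used a common dispersion for all genes, and the setting of the 6 libraries used a dispersion for each gene. The settings therefore differ in more than WT replicate 1. Neither simulated an outlying library, so these shares need not hold for the real fits. False calls made up 24.8% for edgeR's likelihood ratio test and 23.0% for DESeq2's Wald test with the dispersion of the 6 libraries. With the dispersion estimated without WT replicate 1, they made up 7.07% and 9.64%. Calculations used R 4.3.3, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.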

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

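The comparisons of WT replicate 1 with the cerebellum and brain stem lists were set before their results were seen; the tests of gene length and GC content, of the cortex list, of the sex genes and of the olfactory bulb list, and the limits for singling out a list, were chosen after. Ratios in this part are medians over a list of the log2 ratio of one library to the median of the 6 libraries, with counts under 3 set to 3, so that they are lower bounds where most libraries are under 3 counts. They describe single libraries and carry no p-value. The paper does not analyse these lists. The cortex and striatum lists, also described below, met the limits in no library.

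Genes of regions that the paper gives as left out of the dissection were high in WT replicate 1. The ratio was 2.45 for the Purkinje list, with 9 of 9 genes highest in that library, 3.36 for the cerebellar granule list, with 12 of 13 genes highest, and 4.16 for the medulla and brain stem list, with 21 of 22 genes highest. In the other libraries the Purkinje list lay between −0.25 and 0.05, the granule list between −0.62 and 0.22, and the brain stem list at 0. Above 3 counts in all 6 libraries were 8 of the 9 Purkinje genes, 10 of the 13 granule genes and 6 of the 22 brain stem genes; the genes of Table 1, 2 of the Purkinje list and 1 of the brain stem list, had been left out. Car8 had 6562 normalized counts in WT replicate 1 and between 76.0 and 437.5 in the other libraries, Cbln3 had 4639 against 12.2 to 201, Gabra6 had 2166 against 0 to 72.6, Sncg had 621.8 against 32.5 to 86.4 and Hoxb5 had 403.2 against 0 to 1.99. Under the alternatives, the Purkinje ratio was between 2.40 and 2.51, the granule ratio between 3.22 and 3.61, and the brain stem ratio between 4.15 and 5.30, the last with a pseudocount of 1 in place of the floor.

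A bias by gene length, GC content or expression level in WT replicate 1 is argued against. The highest ratio among 10000 lists matched to the brain stem list was 0.89, against 4.20 for the 21 of its genes with a known length and GC content, and the highest for the Purkinje and granule lists were 0.61 and 0.58. The 10 most abundant genes took 6.57% of the counts in WT replicate 1 and between 6.03 and 6.68% in the others. A mislabelled sample cannot be told apart from other sources: Xist and Ddx3y matched the labelled sex in 6 of 6 libraries, which leaves an exchange between mice of one sex open. The values are consistent with tissue of the cerebellum (3.36) and of the medulla or brain stem (4.16) in the sample of WT replicate 1. Such tissue in place of cortex and striatum may also account for the low cortex list there, at −2.49 with 11 of 12 genes lowest, and the low striatum list, at −2.45 with 12 of 12 lowest. The striatum list was highest in Sgo1-/+ replicate 2, at 0.82 with 12 of 12 genes highest, and at 1.01 against the median of the other 5 libraries, an alternative chosen after seeing the data that would put it past the limits. The 12 cortex and 12 striatum genes were above 3 counts in all 6 libraries; of the cortex list, Egr3 is also among the immediate early genes and Stx1a is named by the paper. A difference in the brain of this mouse itself was not tested.

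Olfactory bulb genes were high in WT replicate 2, at 1.71 with 8 of 10 genes highest. The ratio was 1.06 without WT replicate 1 and without Sgo1-/+ replicate 2 or 3, and 2.19 without WT replicate 3 or Sgo1-/+ replicate 1. It was 1.07 in WT replicate 3, 0.47 in Sgo1-/+ replicate 1, and −1.19, −1.39 and −1.27 in WT replicate 1 and Sgo1-/+ replicates 2 and 3. Of the 10 genes, 9 were above 3 counts in all 6 libraries; Cdhr1 had 890.9 and 768.1 normalized counts in WT replicates 2 and 3, and between 29.7 and 431.9 elsewhere. Unequal amounts of olfactory bulb tissue between the samples are a candidate source. A difference by genotype stays open, since without WT replicate 1 the median difference between the groups was −2.45 in log2 CPM.

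In Sgo1-/+ replicate 3, the thalamus list was at 1.61, with 10 of 12 genes highest, the hippocampus list at 1.32, with 9 of 12 highest, and the choroid plexus list at 2.48, with 9 of 12 highest. The choroid plexus list was also at 2.61 in WT replicate 1 and at 0.91 in WT replicate 2, and between −1.88 and −0.91 in the others. Above 3 counts in all 6 libraries were 12 of the 12 thalamus genes, 11 of the 12 hippocampus genes and 7 of the 12 choroid plexus genes. Prkcd had 2114 normalized counts in Sgo1-/+ replicate 3 against 142.5 to 536.5 elsewhere, and Ttr had 21820, against 20010 in WT replicate 1 and 113.5 to 6758 in the others. Under the alternatives the thalamus ratio was between 1.47 and 1.74 and the hippocampus ratio between 1.09 and 1.502. The choroid plexus ratio was 3.25 without WT replicate 1 or 2 and 1.34 without WT replicate 3 or Sgo1-/+ replicate 1 or 2. Unequal sampling of these structures may be a source; it was not tested apart from a difference in the brain of this mouse.

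The blood list was high in Sgo1-/+ replicate 1, at 1.93 with 5 of 5 genes highest, and low in Sgo1-/+ replicate 3, at −1.75 with 5 of 5 lowest. The 5 genes were above 3 counts in all 6 libraries; Hba-a1 had 6776 normalized counts in Sgo1-/+ replicate 1 and between 540.2 and 2118 elsewhere. The ratio was between 1.598 and 2.18 under the alternatives. Blood left in the tissue may be a source, which was not tested.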

How the results depend on the processing

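With edgeR's quasi-likelihood test 0 genes passed the threshold (333 at an unadjusted p-value under 0.05). The count was also 0 with limma on DESeq-normalized counts, DESeq2's size factors, no filter, at least 10 counts in every library and sex as a covariate, with between 302 and 563 genes at an unadjusted p-value under 0.05. It was 2 with DESeq2's Wald test and 2 with edgeR's likelihood ratio test, and 3 and 2 without the fold threshold; DESeq2 gave no p-value to 60 genes, and with its outlier filter off, chosen after seeing the data, it again gave 2, and 3 without the fold threshold. Across the 6 fits that each left out one library it ranged from 0 to 1, also without the fold threshold (240 to 1040 at an unadjusted p-value under 0.05); the 1 was Gm13841, without Sgo1-/+ replicate 2. With limma on the authors' normalized values, chosen after seeing the data, it was 2, and 11 without the fold threshold, genes with at most 4 estimated counts in any library.

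Of the genes of Table 1, 0 passed the threshold (5 at an unadjusted p-value under 0.05), and 1, AA465934, passed it with DESeq2's Wald test and 1 with edgeR's likelihood ratio test; DESeq2 tested 7 of the 10, and with its outlier filter off 1 passed. Adjusted over the list alone, 5 passed; it was 3 with limma on DESeq-normalized counts, 9 without a filter, 9 with DESeq2's outlier filter off, 2 with sex as a covariate, 0 with limma on the authors' values, chosen after seeing the data (844 of all genes at an unadjusted p-value under 0.05), and from 1 to 8 with one library left out: 1 without Sgo1-/+ replicate 2, 2 without WT replicate 1 or Sgo1-/+ replicate 3, and 8 without WT replicate 2. Apart from the number of genes tested, the cause was not tested.

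The log2 fold change of Sgo1 was −0.17. It was 0.32 with limma on DESeq-normalized counts, 0.038 with sex as a covariate, 0.087 with limma on the authors' values, and from −1.06 without Sgo1-/+ replicate 1 to 4.08 without WT replicate 2; counts of at most 7 in any library limit what these values show. With one library left out, these genes changed direction: Gm20388, from −0.063 (without WT replicate 1) to 0.21 (WT replicate 3); Ppp1r17, from −4.23 (Sgo1-/+ replicate 1) to 0.17 (WT replicate 1); Pcp2, from −4.67 (WT replicate 2) to 0.48 (WT replicate 1); Apoe, from −0.11 (WT replicate 3) to 0.12 (WT replicate 2); and Stx1a, from −0.0066 (WT replicate 1) to 0.98 (WT replicate 3). Ppp1r17, Pcp2 and Stx1a lie far from the other libraries in WT replicate 1; for the others the cause was not tested. Of the values of named genes other than Sgo1, 270 kept their direction and side of the threshold, 7 changed direction and 3, of AA465934, passed the threshold.

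Camera with its preset correlation gave 8 of the 16 marker lists an adjusted p-value under 0.05, and fry and camera with an estimated correlation gave 0 each (0 each also at an unadjusted p-value under 0.05). It was from 4 without WT replicate 1 to 11 without Sgo1-/+ replicate 1. The median differences in log2 CPM ranged, with one library left out, for Purkinje cells from −1.07 (without WT replicate 2) to 0.047 (WT replicate 1); granule cells from −1.91 (WT replicate 3) to 0.017 (WT replicate 1); thalamus from −0.051 (Sgo1-/+ replicate 3) to 0.91 (Sgo1-/+ replicate 1); and cortex from −0.0031 (WT replicate 1) to 1.52 (WT replicate 3). Lists without a call ranged, for medulla and brain stem (−0.51 with all libraries) from −1.09 (WT replicate 2, past the threshold) to 0.068 (WT replicate 1); hypothalamus (0.15) from −0.25 (Sgo1-/+ replicate 2) to 0.56 (Sgo1-/+ replicate 3, past it); hippocampus (0.37) from −0.054 (Sgo1-/+ replicate 3) to 0.54 (Sgo1-/+ replicate 1, past it); choroid plexus (−0.78) from −2.01 (Sgo1-/+ replicate 3, past it, as without WT replicate 3) to 0.19 (Sgo1-/+ replicate 2); blood (−0.49) from −1.55 (Sgo1-/+ replicate 1, past it) to 0.31 (Sgo1-/+ replicate 3); mitosis (−0.0059) from −0.42 (Sgo1-/+ replicate 1) to 0.19 (WT replicate 2); microglia (0.09) from −0.042 (Sgo1-/+ replicate 3) to 0.20 (Sgo1-/+ replicate 2); and astrocytes (−0.09) from −0.50 (Sgo1-/+ replicate 1, past it) to 0.39 (Sgo1-/+ replicate 2). Over the 16 lists and their alternatives, 105 values kept direction and side of the threshold, 27 no longer passed it, 8 newly passed it and 20 changed direction.

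With the replicate number as a replicate block, 0 genes passed the threshold (280 at an unadjusted p-value under 0.05), 3 genes of Table 1 passed when adjusted over the list alone, and the log2 fold change of Sgo1 was 0.32. Camera's direction for the hypothalamus list turned to lower while its median stayed at 0.15; the cause was not tested. Libraries with the same number did not move together (r = −0.146, 0.014 and −0.207), so the numbers do not pair the samples. Alternatives set for a table without counts or on a log2 scale did not apply and were not run.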

Differences from the paper's values

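The paper reports 10 genes past its threshold, and edgeR's quasi-likelihood test gave 0 (333 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed the gap: DESeq2's Wald test and edgeR's likelihood ratio test gave 2 each, the fit without Sgo1-/+ replicate 2 gave 1 and the others gave 0. DESeq2's outlier filter left 60 genes without a p-value, among them 3 of the paper's 10, Slc6a5, Pcp2 and Ppp1r17; with that filter off, an alternative chosen after seeing the values, DESeq2's Wald test also gave 2 genes, AA465934 among them. If the paper's corrected p-values come from a Benjamini-Hochberg adjustment, they imply 51826 tests, against 38087 genes in the deposited table and 16337 tested here; whether the paper's test used the deposited counts is therefore not known. AA465934, which the paper lists, was called by DESeq2's Wald test (log2 fold change 1.84, DESeq2 adjusted p = 0.0118) and by edgeR's likelihood ratio test (1.84, edgeR adjusted p = 0.0126), and was higher in 3 of 3 Sgo1-/+ libraries than in any WT library; over all alternatives its adjusted p-value ranged from 0.0118 to 1. Adjusted over the genes of Table 1 alone, 5 genes passed, and between 1 and 9 under the alternatives set before the data were examined; it was 9 with DESeq2's outlier filter off, chosen after seeing the values. These genes were chosen on the same libraries.

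For Gm20388 the paper's log2 fold change is 1.831427, and the value here was 0.076. None of the alternatives set before the data were examined closed the gap, with values between −0.06 (without WT replicate 1) and 0.21 (without WT replicate 3); the value was also below 0 without Sgo1-/+ replicate 2, at −0.03.

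For AA465934 the paper's log2 fold change is 2.27275, and the value here was 1.84 (SE 0.338). The difference was smaller than the standard error without WT replicate 1 (2.26, SE 0.269) and without Sgo1-/+ replicate 2 (1.94, SE 0.394). It was larger under the other alternatives set before the data were examined, with values between 1.61 and 1.90.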

Other observations

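The tests of the immediate early list, of the hypothalamus list, of other splits of the libraries and of the region around Sgo1 were set before their results were seen; those of Arc without WT replicate 1, of Hcrt and of the olfactory bulb list were chosen after.

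In 8 of the 10 splits of the 6 libraries into groups of 3, the real one included, as many genes as the real split's 333 had an unadjusted p-value under 0.05. For genes past the threshold the comparison carries no information, since the real split gave 0, which 10 of the 10 splits reach by construction. With 10 splits the share cannot be under 0.1. The split that put WT replicates 1 and 2 with Sgo1-/+ replicate 1 gave 1 gene past the threshold and 988 at an unadjusted p-value under 0.05. The real split is also the one that follows the sequencing run. On the first principal component, with 50.7% of the variance, WT replicate 1 was at 81.6 and the others between −24.9 and 0.68.

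Camera gave 8 of the 16 marker lists an adjusted p-value under 0.05, and 0 of these calls held under fry or with an estimated correlation. Lower in Sgo1-/+, as median differences in log2 CPM, were the lists of Purkinje cells (−0.66, camera adjusted p = 0.0136, 2 of 3 Sgo1-/+ libraries below the median WT library), cerebellar granule cells (−1.20, camera adjusted p = 0.00568, 1 of 3) and olfactory bulb (−1.47, camera adjusted p = 0.00073, 3 of 3). Higher were thalamus (0.54, camera adjusted p = 0.0255, 1 of 3 above the median WT library), striatum (1.20, camera adjusted p = 2.84e-05, 2 of 3), cortex (0.91, camera adjusted p = 0.00568, 3 of 3), immediate early genes (1.19, camera adjusted p = 2.04e-09, 3 of 3) and oligodendrocytes (0.34, camera adjusted p = 0.0105, 3 of 3). Without WT replicate 1, Purkinje cells (0.05), granule cells (0.02), striatum (0.27) and cortex (−0.0031) no longer passed the threshold, the olfactory bulb was at −2.45 and oligodendrocytes were at 0.71. The calls were also lost for Purkinje cells without Sgo1-/+ replicate 3 (−0.67), granule cells without Sgo1-/+ replicate 2 (−0.56), olfactory bulb without WT replicate 2 (−1.04) or 3 (−1.02), thalamus without WT replicate 2 (0.60) or 3 (0.18) or Sgo1-/+ replicate 3 (−0.05), cortex without Sgo1-/+ replicate 3 (0.75), and oligodendrocytes without WT replicate 2 (0.08) or 3 (0.22) or Sgo1-/+ replicate 3 (0.14). Without WT replicate 3 the granule list was at −1.91 and the cortex list at 1.52, and without Sgo1-/+ replicate 1 the olfactory bulb list was at −2.15. Above 3 counts in all 6 libraries were 16 of 16 immediate early, 10 of 10 oligodendrocyte, 9 of 17 hypothalamus, 13 of 20 mitosis, 13 of 14 microglial and 8 of 10 astrocyte genes.

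Arc was higher in Sgo1-/+, and so were the immediate early genes without it, with a median difference of 1.19 in log2 CPM; 1 of these 16 genes, Egr3, is also in the cortex list. Their median log2 ratios to the 6 libraries were −1.36, 0.03 and −0.84 in WT replicates 1 to 3 and 0.07, 0.71 and 0.03 in Sgo1-/+ replicates 1 to 3. The shortage of cortical genes in WT replicate 1 is argued against as the whole source, since the log2 fold change of Arc was 1.32 without that library; it was 2.14 without WT replicate 2. The values are consistent with a general rise in immediate early genes, as after activity or handling before death. A difference by genotype and one by sequencing run stay open.

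Pmch was high in Sgo1-/+ replicate 3. The hypothalamus list without Pmch had a median log2 ratio of −0.83 there, with 8 of 17 genes lowest, and of −1.43 without WT replicate 1 and −1.56 without WT replicate 3. Single genes went both ways: Hcrt had 101.3 normalized counts, against 0 to 8.11 elsewhere, while Oxt had 5.12 and Avp 8.19, and in WT replicate 1 these were 1.01 and 0. Of the 17 genes, 1 was highest there, and the list lay between −0.20 and 0.65 in the other libraries. More hypothalamic tissue as a whole would raise the list, which gave no sign of it, though these values rest on 1 library. Lateral hypothalamic tissue in that sample cannot be told apart from a rise of Pmch in that mouse, since Hcrt is 1 gene in 1 library.

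Shisa8 was lower in Sgo1-/+, and so was the olfactory bulb list, with a median difference of −1.47 in log2 CPM, −2.45 without WT replicate 1 and −2.15 without Sgo1-/+ replicate 1. Less olfactory bulb tissue in the Sgo1-/+ samples is a candidate source. WT replicates 2 and 3 had 249.2 and 154 normalized counts of Shisa8, with the list at 1.71 and 1.07. Sgo1-/+ replicates 1 to 3 had 87.9, 35.8 and 25.8, with the list at 0.47, −1.39 and −1.27. WT replicate 1 departs from this, with 180.4 counts and the list at −1.19. Genes of the cerebellum and brain stem were high in that library, so its count cannot decide for or against this source. A difference by genotype stays open.

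A strain variant flanking the targeted allele would place changes near Sgo1 on chromosome 17. Of the 150 tested genes within 10 Mb of Sgo1, 1.33% had an unadjusted p-value under 0.05, against 2.04% of the other genes (permutation test with 100000 resamples, p = 0.814). At this number of genes such a variant cannot be told apart from none.

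For the following genes, which the paper names outside Table 1, the log2 fold change was 0.17 (SE 0.145) for App, −0.07 (SE 0.0984) for Bace1, 0.16 (SE 0.136) for Mapt, 0.18 (SE 0.133) for Apbb1, 0.03 (SE 0.174) for Apoe, 0.08 (SE 0.0982) for Cdk5 and 0.49 (SE 0.670) for Stx1a. With one library left out, App ranged from 0.10 (without Sgo1-/+ replicate 3) to 0.25 (WT replicate 3), Bace1 from −0.10 (WT replicate 2) to −0.03 (WT replicate 3), Mapt from 0.09 (WT replicate 2) to 0.25 (WT replicate 3), Apbb1 from 0.08 (WT replicate 1) to 0.28 (WT replicate 3), Cdk5 from 0.03 (Sgo1-/+ replicate 1) to 0.11 (WT replicate 3), Stx1a from −0.0066 (WT replicate 1) to 0.98 (WT replicate 3) and Bub1b from −2.91 (WT replicate 3) to −1.91 (WT replicate 2). Apoe ranged from −0.11 (WT replicate 3) to 0.12 (WT replicate 2), and was at −0.02 without Sgo1-/+ replicate 3. WT replicate 1 had 258.3 normalized counts of Stx1a, against 1909 to 2412 in the others. Bub1b, with the filter off, had −2.38 (SE 0.843), with normalized counts of 38.2, 43.8 and 2.63 in WT and 3.97, 4.05 and 8.19 in Sgo1-/+. The groups overlapped for each of these 8 genes. The paper measured Apbb1 RNA in whole blood of younger mice, and amyloid-β, BACE and TAU as protein. These brain RNA values therefore do not test those results.

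Genes called under an alternative were named after their values were seen. Gm5900 had a log2 fold change of −3.02 (SE 0.359) in the quasi-likelihood test, with normalized counts of 42.3 to 73.2 in WT and 5.46 to 9.66 in Sgo1-/+; the deposited table gives it the symbol LAMTOR3, Lamtor3 had −0.07 (SE 0.111), and reads shared between these genes were not tested. Ablim3 had −0.77 (SE 0.120), with 598.6 to 616.8 in WT and 311.1 to 391.2 in Sgo1-/+. Gm13841, with the filter off, had 5.57 (SE 1.26), and 6.14 without Sgo1-/+ replicate 2; its normalized counts were 413.4, 5.41 and 398.1 in Sgo1-/+ and between 4.02 and 6.86 in WT. Cldn6 had 3.81 to 4.06 normalized counts in WT and 0 to 0.152 in Sgo1-/+, and Gm5406 had 0.419 to 1.01 and 2.48 to 2.60.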
